# Association between circulating levels of miR-29 and postoperative neurological complications in acute type A aortic dissection patients

**DOI:** 10.3389/fcvm.2026.1636861

**Published:** 2026-02-27

**Authors:** Xiao-chai Lv, Yong Lin, Yan-ting Hou, Min-xia Xie, Liang-wan Chen

**Keywords:** acute type A aortic dissection, biomarker, deep hypothermic circulatory arrest, miR-29a-5p/miR-29b-3p, postoperative neurological complications, predictive nomogram

## Abstract

**Objectives:**

Postoperative neurological complications (PONC), which are associated with substantial morbidity and mortality, represent a prevalent clinical challenge following surgical repair of acute type A aortic dissection (AAD). This study aimed to identify novel biomarkers for the early diagnosis of PONC, facilitating timely clinical intervention.

**Methods:**

We established deep hypothermic circulatory arrest (DHCA) rat models, extracted total RNA from the hippocampus of rats (DHCA and control groups), performed microRNA (miRNA) sequencing, screened for differentially expressed genes (DEGs) between the two groups, and analysed their associated biological processes and pathways. A cohort of 95 patients with AAD was included in this study. Comprehensive clinical assessments and a standardized neuropsychological test battery were systematically conducted. Serum miR-29 levels were quantified via reverse transcription quantitative real-time polymerase chain reaction.

**Results:**

Transcriptomic profiling of the rat hippocampus under DHCA/cardiopulmonary bypass (CPB) revealed 31 differentially expressed miRNAs (FC > 1.5, *P* < 0.05), with miR-29a-5p and miR-29b-3p showing the most significant dysregulation. Functional enrichment analysis revealed that MAPK signalling and cellular junction pathways are involved in blood–brain barrier modulation. To translate these findings clinically, we analysed a cohort of 95 AAD patients. Compared with patients without PONC, those who developed PONC had significantly longer CPB duration [164.00 (137.00–193.00) vs. 140.00 (120.25–161.00) min; *P* = 0.012], higher preoperative interleukin-6 levels [106.60 (87.80–154.90) vs. 47.00 (35.45–71.73) pg/mL; *P* < 0.001], and altered miR-29 expression profiles. Multivariate analysis confirmed that preoperative miR-29b-3p (OR = 2.53, 95% CI 1.17–5.47) and postoperative miR-29a-5p (OR = 0.21, 95% CI 0.05–0.96) were independent predictors of PONC. The nomogram demonstrated robust discrimination (AUC = 0.867) and clinical utility (net benefit = 0.23), with 30-day survival analysis revealed an increased risk of mortality associated with miR-29b-3p (*P* = 0.041).

**Conclusions:**

This study identified dysregulated miR-29 as a key mechanism linked to PONC after CPB/DHCA and validated circulating miR-29b-3p as an independent predictor of PONC and mortality in AAD patients, providing a basis for early risk assessment.

## Introduction

Acute type A aortic dissection (AAD), a life-threatening vascular emergency, necessitates urgent surgical intervention to prevent fatal rupture (1). Despite advancements, postoperative neurological complications (PONCs) remain critical clinical challenges. Among these, cerebral dysfunction manifests as cognitive decline, memory impairment, and psychomotor deficits and significantly affects prognosis (2, 3). Current diagnostic limitations, compounded by individual variability in injury severity (4), underscore the urgent need for reliable biomarkers to enable early detection and risk stratification of postoperative neurological sequelae (5).

Among the database of outcome predictors after PONC, serum biomarkers are considered particularly valuable due to their clinical convenience. Emerging evidence indicates that systemic inflammation can compromise the blood–brain barrier (BBB), leading to endothelial dysfunction and facilitating the infiltration of peripheral immune cells and associated inflammatory mediators into brain tissue (6). Evidence suggests that inflammatory mediators, such as interleukin-6 (IL-6) and C-reactive protein (CRP), play important roles in the development of postoperative brain dysfunction (7). Additionally, serum levels of S100B protein and neuron-specific enolase (NSE) are widely used to evaluate disease severity and predict prognosis in hypoxic brain injury (8, 9). Although biomarkers such as S100B and NSE have been established for neuroprognostication, serum microRNA (miRNA) profiles in the context of AAD-induced cerebral injury remain uncharacterized.

miRNAs are a class of evolutionarily conserved small noncoding RNAs that are ubiquitously expressed the central nervous system, where they orchestrate critical neurobiological processes, including neuronal differentiation, synaptic development, and activity-dependent plasticity (10). The remarkable stability of circulating miRNAs in biological fluids, coupled with their tissue-specific expression patterns, has positioned these molecules at the forefront of biomarker discovery for neurological disorders (11). Emerging evidence has demonstrated consistent dysregulation of miRNA profiles in both peripheral circulation and cerebral tissue following various forms of neural injury (12). Notably, trauma-induced miRNAs exhibit temporal expression patterns that correlate with BBB integrity and neuroinflammatory responses (6). For instance, the expression of miR-132, a key regulator of synaptic plasticity, is significantly reduced in cerebrospinal fluid after brain injury and correlates with cognitive deficits in animal models (13). Similarly, Han et al. revealed the potential role of miR-124 in inflammation and its promise as both a future biomarker and a therapeutic target for neurodegenerative disorders (14). While these findings underscore the diagnostic potential of miRNA signatures in experimental settings, critical knowledge gaps persist regarding their clinical translatability. In particular, the predictive value of perioperative miRNA fluctuations for assessing neurological vulnerability and long-term functional outcomes in surgical patients remains to be systematically validated through multicenter longitudinal studies (15).

Emerging research has demonstrated the predominant cerebral enrichment of the miR-29 family, members of which critically modulates neurodevelopmental processes, including cortical maturation and neuronal process extension (16–18). Given the high incidence of PONC following AAD surgery and the well-documented involvement of the miR-29 family in regulating neuronal survival and ischemia‒reperfusion injury, we sought to investigate the potential association between miR-29 family and PONC in AAD.

## Materials and methods

### Experimental animals

All experimental procedures were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of Fujian Medical University. Nine-week-old male Sprague‒Dawley rats (weight range: 300–400 g) were housed under standard laboratory conditions (12 h light/dark cycle, 22 ± 1 °C, and 55 ± 5% humidity) with *ad libitum* access to food and water.

### Establishment of deep hypothermic circulatory arrest and a cardiopulmonary bypass animal model

A rat model of cardiopulmonary bypass (CPB) with deep hypothermic circulatory arrest (DHCA) was established based on an adapted methodology (19). The detailed surgical and perfusion protocol proceeded was as follows:

1. Preoperative preparation and anaesthesia: After a 6-hour fast, the rats were weighed and anaesthetized. Surgical anaesthesia was then maintained by continuous inhalation of 3% sevoflurane in 100% oxygen throughout the surgical procedures, except for the circulatory arrest period itself.
2. Intubation and initial ventilation: Following supine positioning and fixation, tracheal intubation was performed using a 16-G catheter. The animal was connected to a rodent ventilator, which delivered oxygen with sevoflurane.
3. Monitoring and vascular access: Core temperature was monitored continuously via a rectal probe. For CPB, venous drainage was established by cannulating the external jugular vein with a silicone catheter. Arterial perfusion was achieved via the tail artery, and systemic arterial pressure was monitored via the left femoral artery. All vascular access points were secured by distal ligation and proximal fixation. The CPB circuit incorporated a membrane oxygenator (Xi'an Xijing Medical Supplies Co., Ltd.).
4. CPB and DHCA protocol: The animal was connected to the CPB circuit, which was integrated with a heater-cooler unit (Stockert S5, Maquet). The definitive DHCA protocol comprised five sequential phases (Figure 1): (1) CPB initiation: CPB commenced at a flow rate of 160–180 mL/kg/min and was maintained under normothermic conditions for 5 min. (2) Cooling phase: Active cooling via the CPB circuit was performed to decrease the rectal temperature to a target of 18 °C over 30 min. (3) Circulatory arrest: Once the target temperature was reached, full circulatory arrest was initiated and maintained for 30 min. Mechanical ventilation was paused during this period. (4) Rewarming and reperfusion: CPB flow and mechanical ventilation were resumed. Slow rewarming to a rectal temperature of 34 °C was conducted for approximately 60 min. (5) Weaning and recovery: After stable rewarming was achieved, CPB was discontinued. Postoperative ventilator support was continued for 30 min. The ventilator settings (respiratory rate: 60–70 breaths/min; tidal volume: 8–10 mL/kg) were adjusted according to arterial blood gas analyses.
5. Control group and postoperative care: Sham-operated control animals underwent identical surgical procedures, including intubation and vascular cannulation, but were not subjected to CPB or DHCA. For postoperative analgesia, all animals received standardized intramuscular injections of acetaminophen.

**Figure 1:**
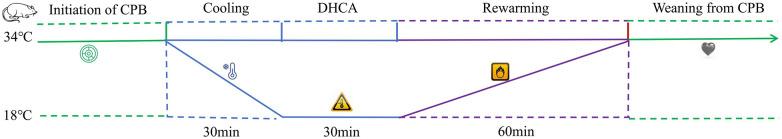
Flowchart of the establishment of a rat model of DHCA. DHCA, deep hypothermic circulatory arrest; CPB, cardiopulmonary bypass.

Twenty-one rats were subjected to the CPB/DHCA procedure. Twelve animals completed the full experimental protocol and were included in the final analysis. Nine rats were excluded: four because of technical failure during CPB establishment, two because of acute complications (e.g., air embolism), and three because of death within 24 h post-operation. At 24 h postmodelling, the rats were euthanized via pentobarbital sodium (50 mg/kg) for tissue harvesting. Upon harvest, target tissues were immediately snap-frozen in liquid nitrogen and stored at −80 °C for subsequent analysis. The hippocampus was then processed for transcriptomic profiling using RNA sequencing. Owing to its recognized susceptibility to ischemia, the hippocampus was chosen for molecular analysis as it is a sensitive indicator of global cerebral injury after DHCA (13, 19).

### RNA extraction, sequencing, and bioinformatic analysis

Total RNA was extracted using TRIzol (Invitrogen). The RNA concentration and purity were determined by measuring the A260/A280 ratio using a NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA). RNA samples were immediately frozen and stored at −80 °C until use. The miRNA was sequenced by CloudSeq, Inc. (Shanghai, China). Small RNA libraries were constructed using a GenSeq® Small RNA Library Prep Kit (GenSeq, Inc.) following the manufacturer's instructions. Briefly, 3′ and 5′ adapters were subsequently ligated to the RNA samples. Subsequently, the adapter-ligated RNA was reverse transcribed into cDNA, followed by polymerase chain reaction (PCR) amplification. After amplification, miRNA fractions were selected from the cDNA libraries based on size and then sequenced on a platform.

After sequencing, the raw data were subjected to image analysis, base calling, and initial quality filtering. Quality was first controlled using the Q30 standard. Adapter sequences were removed using cutadapt (v1.9.3), retaining reads ≥15 nt after trimming. These reads were subsequently aligned to a combined pre-miRNA reference (including known miRBase entries and newly predicted pre-miRNAs) via Novoalign (v3.02.12), permitting up to one mismatch. Mature miRNA-mapped reads were counted as raw expression values and normalized using TPM (tags per million aligned miRNAs). Novel miRNAs were predicted using miRDeep2 (v2.0.0.5) on pooled trimmed reads from all the samples. miRNAs with an absolute fold change ≥1.5 and a *P* value ≤0.05 were considered as differentially expressed. Experimentally supported or predicted miRNA targets were identified using established tools, and miRNA‒target networks were visualized with Cytoscape (v2.8.0). A functional enrichment analysis was performed on the target genes of the top 20 differentially expressed miRNAs.

### Patients

One hundred forty consecutive patients undergoing open surgical repair for AAD who were admitted to cardiac surgery center from January 2024 to June 2024 were enrolled. This retrospective study was reviewed and approved by the Fujian Medical University Union Hospital Ethics Committee and strictly complied with the Declaration of Helsinki. Informed consent was waived by the ethics committee because of the retrospective and anonymized nature of the data. The inclusion criteria were as follows: (1) age ≥18 years and (2) underwent open surgical repair. The exclusion criteria were as follows: (1) pre-existing neurological or psychiatric disorders (e.g., dementia, stroke, schizophrenia, or depression); (2) concurrent chronic hepatic or renal dysfunction; (3) preoperative shock or haemodynamic instability secondary to cardiac tamponade; and (4) death within 24 h after surgery. Eligible patients were divided into two groups: patients with PONC and patients without PONC. The diagnosis of stroke was made clinically and confirmed by computed tomography or magnetic resonance imaging. Neurological deficit severity was assessed using the National Institutes of Health Stroke Scale at admission. Postoperative delirium was assessed using the Richmond Agitation–Sedation Scale and Confusion Assessment Method for the ICU, while the Glasgow Coma Scale provided objective criteria for defining postsurgical coma.

### Blood collection

Venous blood samples (5 mL) were collected from all participants using EDTA-coated tubes at two time points: pre-anaesthesia induction and 24 h postoperatively. Plasma was isolated by low-speed centrifugation (1,500×g, 4 °C, 15 min), after which the supernatant was aliquoted into cryovials and stored at −80 °C for subsequent biochemical assays.

### Surgical procedure

The operation was performed under general anaesthesia via a sternal incision. General anaesthesia was induced with intravenous midazolam, sufentanil, and etomidate and maintained with sevoflurane and a continuous infusion of sufentanil and propofol. Muscle relaxation was achieved with rocuronium. During CPB, anaesthesia was maintained with propofol and midazolam. Haemodynamic monitoring included intra-arterial pressure and transesophageal echocardiography. After heparinization, CPB was established by venous and arterial cannulation. When the nasopharyngeal temperature had decreased to 32 °C, the ascending aorta was clamped, and 4 °C cold blood cardioplegia was infused for myocardial protection. Subsequently, the repair operation was performed. After cooling to the required temperature (nasopharyngeal temperature, 20–23 °C; rectal temperature, 23–26 °C), circulatory arrest began, and bilateral selective antegrade cerebral perfusion was performed. The flow rate was approximately 8–10 mL/kg/min. For arch repair, total arch replacement using a 4-branched Dacron graft with stented elephant trunk implantation or open triple-branched stent graft placement was performed, as previously reported (20, 21). The triple-branched stent graft technique was selected when preoperative CT measurements revealed that the diameters of the native aortic arch and arch vessels were 10%–20% smaller than those of the graft, and the distances between adjacent arch vessels matched the corresponding interbranch distances of the stent graft. Otherwise, total arch replacement with a 4-branched Dacron graft and a stented elephant trunk was performed.

### miRNA extraction, cDNA synthesis, and qPCR quantification

For miRNA expression profiling, total RNA was isolated using the miRcute miRNA Isolation Kit (TIANGEN, Beijing, China; DP503), followed by first-strand cDNA synthesis using the miRcute Plus miRNA First-Strand cDNA Synthesis Kit (TIANGEN Biotech, Beijing, China; KR211-02), in strict accordance with the manufacturer's protocols. Quantitative PCR analysis was performed using the miRcute Plus miRNA SYBR Green qPCR Kit (TIANGEN Biotech, Cat# FP411-02) in strict compliance with standardized protocols. Serum miR-29 expression was quantified through by real-time PCR, where threshold cycle (Ct) values derived from RT‒PCR amplification kinetics were computationally transformed using the 2^−ΔΔCt^ algorithm. The relative expression metric was defined as ΔΔCt = [Ct (target miRNA) − Ct (U6 snRNA)] − [Ct (calibrator sample) − Ct (U6 snRNA)], with U6 snRNA serving as the endogenous normalization control. The miRNA primers used (Sunya Biotech) were as follows: miR-29a-5p forward, 5′-CCGCGACTGATTTCTTTTGGTGTTCAG-3′, and miR-29b-3p forward, 5′-CCGCTAGCACCATTTGAAATCAGTGTT-3′. The sequences were designed by Sunya Biotech (ISO-certified) following stem‒loop RT‒qPCR design principles.

### Data analysis and statistics

Statistical analyses were performed using SPSS (version 20.0; IBM, USA). Normally distributed measurement data are expressed as the mean ± standard deviation, whereas non-normally distributed are expressed as the median and interquartile range. Two independent groups were compared using t tests or Mann‒Whitney *U* tests (for continuous variables) and chi‒square tests or Fisher's exact tests (for categorical variables). Significant univariate predictors (*p* < 0.05) were advanced to multivariate logistic regression for identifying independent PONC risk factors, and a nomogram was constructed. The prediction model was evaluated through internal validation using receiver operating characteristic (ROC) curves, calibration curves, decision curve analysis (DCA), and confusion matrices. Survival probabilities over the 30-day observation period were estimated using the Kaplan‒Meier method, with between-group comparisons assessed via log-rank test. A two-tailed *p*-value < 0.05 was considered statistically significant.

## Results

### Differential gene expression in the hippocampus of rats during CPB/DHCA

To investigate miRNA dynamics under hypothermic circulatory arrest conditions, high-throughput sequencing coupled with comparative transcriptomic analysis of hippocampal tissues from the CPB/DHCA group and control group was used to characterize endogenous miRNA profiles. 

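Hippocampal small RNA from 4 rats of the CPB/DHCA group and from 4 sham-operated control rats was sequenced, with 1 library per rat. Rats of the CPB/DHCA group were cooled to 18 °C over 30 min, and their circulation was then arrested for 30 min. Control rats were intubated and cannulated but received neither CPB nor DHCA, and tissue was taken 24 h after the procedure in both groups. The authors trimmed the adapters, aligned the reads to precursors of miRBase and to precursors newly predicted from the pooled reads of all the samples, and counted the reads on each mature miRNA. The deposited counts are these tag counts, and the deposited normalized score is the count divided by the aligned tags of the library, given as TPM in whole numbers. The smallest listed count was 2, so an empty cell stands for 0 or 1 tag, and it was taken as 0 here. A mature miRNA made from several precursors fills several lines with the same counts, and it was used once. Identical sequences listed under different names were kept apart.
The total count per library ranged from 620133 to 772840 in the control group (median 720070) and from 508574 to 672378 in the CPB/DHCA group (median 625898). The deepest library held 1.52 times the counts of the shallowest. The deposited TPM values correspond to larger totals of aligned tags, of which the listed miRNAs make up 25.3% to 26.8%. The listed totals, scaled by the trimmed mean of M values (TMM), were used for all the normalized counts (CPM) given here. At this depth and before the TMM scaling, 1 tag is worth 1.29 to 1.97 CPM. Intervals and limits for rare miRNAs therefore rest on a few tags and cover counting error only. The groups were compared with the quasi-likelihood test of edgeR over the 467 miRNAs that had at least 10 counts in total and were listed in at least 4 libraries.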

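The hippocampal libraries were dominated by a few miRNAs of neural and general function. miR-9a-5p, which is made in neural progenitors and neurons, was the most abundant, at 209618 ± 27866 CPM (SD, n = 4) in the control group and 207445 ± 53459 (SD, n = 4) in the CPB/DHCA group. Next came miR-26a-5p with 128489 ± 13494 CPM in the control group and 129095 ± 10634 in the CPB/DHCA group, and the growth-regulating let-7g-5p with 89028 ± 11873 and 89032 ± 5677. The neuron-enriched miR-128-3p had 83834 ± 27454 CPM in the control group and 74438 ± 30193 in the CPB/DHCA group, and let-7f-5p had 49452 ± 1564 and 49333 ± 3051. The log2 fold changes of these 5 miRNAs lay between -0.17 and 0.01, with unadjusted p values of 0.64 or more.
Across the 8 libraries, 615 mature miRNAs were listed in at least 1 library, comprising 464 miRNAs of miRBase and 151 that were predicted from these reads. Of the 615, 476 were listed in 4 or more libraries and 366 in all 8. Every library listed 439 or more miRNAs. The predicted miRNAs took 0.71% to 1.32% of the counts of a library, and the 5 most abundant miRNAs took 47.9% to 57.9%. When at least 10 counts in a library were required, 373 miRNAs were detected.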

More than six hundred miRNAs were identified by high-throughput sequencing. Differentially expressed miRNAs were defined by a selection criterion of |FC|>1.5 with statistical significance (*P* < 0.05). 

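The change with the smallest p 24 h after CPB/DHCA was in a newly predicted miRNA with the sequence GUGGUGUGCUAGUUACUUUU, whose name places it on chromosome 18 of rn6. It fell to 84.8 ± 24.6 CPM (SD, n = 4) in the CPB/DHCA group, from 1415 tags over the control libraries to 43, 33, 80 and 54 in the CPB/DHCA libraries. In the other direction, miR-144-3p of the erythroid miR-144 and miR-451 cluster had 2.72 ± 3.19 CPM in the control group and 33.6 ± 9.5 in the CPB/DHCA group. At a fold change of at least 1.5 and an unadjusted p of at most 0.05, 34 of the 467 miRNAs tested passed, comprising 18 higher and 16 lower in the CPB/DHCA group.
The predicted miRNA on chromosome 18 had a log2 fold change of -2.53 (standard error 0.3, adjusted p = 0.0046) and was the only one at an adjusted p under 0.05. miR-144-3p had a log2 fold change of 3.50 (standard error 0.65, adjusted p = 0.077). In both of these miRNAs the groups did not overlap (exact two-sided permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). Of all the miRNAs tested, 22 had groups that did not overlap, which is 4.7%, against 2.9% by chance.
The miRNAs were grouped by lists fixed before the data were examined, but after Fig. 2A and 2B, made from the same data, had been seen. Fig. 2A names miR-144-3p and miR-451-5p, so the erythrocyte list is not independent of these data. Of its 4 miRNAs, 3 passed both thresholds upwards. They were miR-144-3p, its partner arm miR-144-5p with a log2 fold change of 3.05 (standard error 1.09), and miR-451-5p with 2.41 (standard error 1.02), while miR-486 had a log2 fold change of -0.13. miR-144-5p had 2 tags in the control group and 18 in the CPB/DHCA group, and miR-451-5p 3 and 16. Their sizes rest on reading empty cells as 0, and ranged from 2.67 to 5.27 and from 1.95 to 5.14 with 1 library left out. None of the 4 passed when adjusted over all the miRNAs tested, and 2 did when adjusted over the list alone. As a list they missed the threshold in the fry test (adjusted p = 0.065), which they passed without CPB/DHCA 2 (adjusted p = 0.006). With camera the adjusted p was 2.2e-05 at a preset correlation, and adjusted p = 0.17 with an estimated correlation. Precursors of miR-144 and miR-451 lie side by side on chromosome 10 of GRCr8, from 63459397 to 63459479 and from 63459569 to 63459640.
Of 5 miRNAs of oligodendrocytes, 1 passed the thresholds upwards, namely miR-219a-5p with a log2 fold change of 1.08 (standard error 0.4). Its CPM were 506 ± 75.5 in the control group and 1069 ± 663 in the CPB/DHCA group, where 1 library (CPB/DHCA 3) had 1364 tags. That library had the fewest tags of the neuron-enriched miR-128-3p and miR-124-3p among the CPB/DHCA libraries, 21838 and 2085. miR-219a-2-3p, miR-338-3p and miR-338-5p had log2 fold changes of 0.76, 0.54 and 0.75 and did not pass (fry for the list, adjusted p = 0.54). Of 6 inflammation-induced miRNAs, only miR-21-5p, which glia make in response to injury, passed, with a log2 fold change of 1.07 (standard error 0.42). miR-146a-5p, miR-146b-5p and miR-146b-3p had -0.31, 0.19 and -0.23 (fry for the list, adjusted p = 0.84). Without CPB/DHCA 3, neither miR-219a-5p nor miR-21-5p passed the thresholds.
Of 6 miRNAs of smooth muscle and fibroblasts, miR-199a-5p passed downwards with a log2 fold change of -1.38 (standard error 0.52), and miR-143-3p, miR-145-5p and miR-199a-3p had -0.46, -0.71 and -0.51 (fry for the list, adjusted p = 0.54). A predicted sequence outside the list, miR-199a-3p without its last base, was tested under a separate name and passed downwards with -0.83. Of 5 miRNAs of striated muscle, miR-1-3p passed downwards with a log2 fold change of -1.05 (standard error 0.42). The myogenic miR-206-3p and miR-133a-3p had -1.03 and -0.94, and miR-499-5p had 0.16 (fry for the list, adjusted p = 0.28). Of 70 miRNAs of the imprinted Dlk1-Dio3 cluster, 3 passed downwards and none upwards. Its most abundant members miR-127-3p, miR-136-3p, miR-434-3p and miR-369-3p had log2 fold changes of -0.06, -0.03, -0.07 and -0.04 (fry for the list, adjusted p = 0.54). No member of these 5 lists passed when adjusted over the list alone. With camera, the oligodendrocyte, smooth muscle and striated muscle lists passed at the preset correlation (adjusted p = 0.029, 0.040 and 0.029), but with an estimated correlation their adjusted p was 0.71, 0.78 and 0.52.

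**Figure D1:**
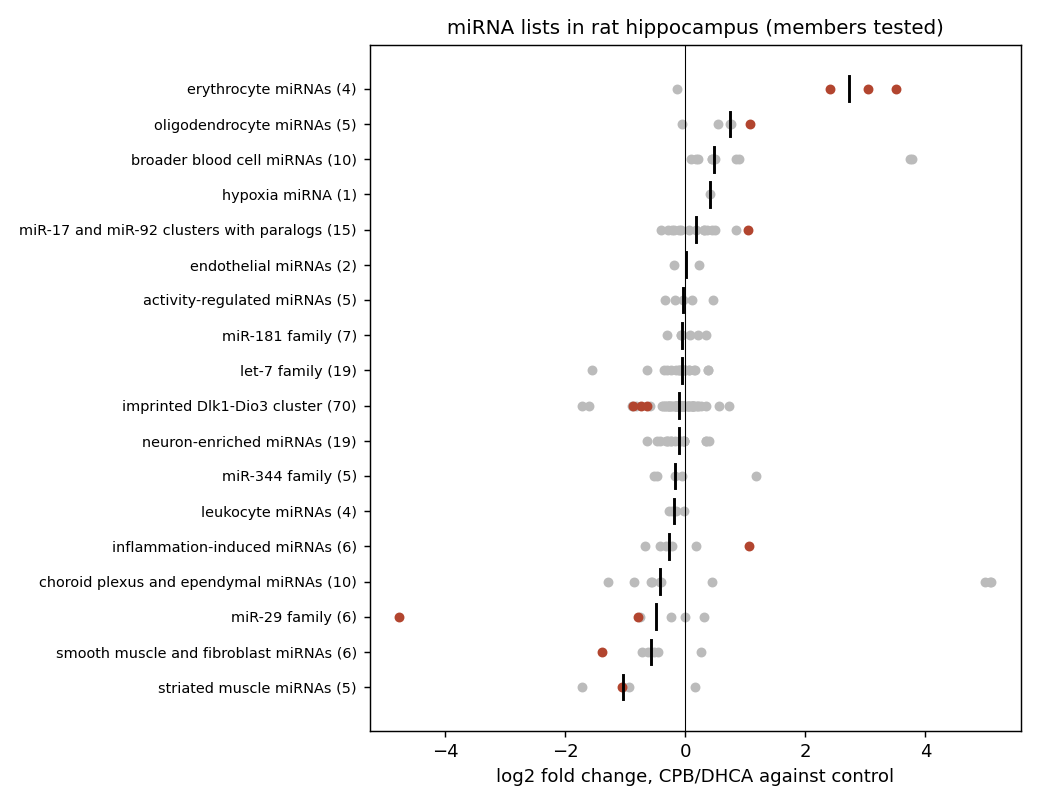
Log2 fold change of CPB/DHCA against control (x axis) for every tested member of each miRNA list, with the number of members in parentheses, from 4 libraries per group. Each point is a miRNA, red where it passed both thresholds of the paper, and the black bar is the median of the list. The erythrocyte list has the highest median, 2.73, and the striated muscle list the lowest, -1.03.

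The number of miRNAs past both thresholds fell from 34 to 21 without control 1 (15 higher and 6 lower) and to 18 without control 3 (9 higher and 9 lower). The 18 higher include the predicted UAAUACUGCCGGGUAAUGAUGGA on chromosome 4 (log2 fold change 3.98), whose first bases, UAAUACUGCC, are those of miR-200b-3p. It had 361 tags in CPB/DHCA 4 and turned to -1.06 without that library. Of these miRNAs, miR-144-3p, miR-144-5p and the predicted miRNA on chromosome 18 passed with any 1 library left out, whereas miR-451-5p, miR-219a-5p, miR-21-5p, miR-199a-5p and miR-1-3p each lost the call without 1 or more of the libraries.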

Through this analytical pipeline, 31 miRNAs met the defined thresholds, comprising 10 upregulated and 21 downregulated miRNAs (Figure 2A). 

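miR-29a-5p and miR-29b-3p, both of the miR-29 family, were lower in the hippocampus of the CPB/DHCA group. miR-29a-5p (ACUGAUUUCUUUUGGUGUUCAG) was rare, at 4.92 ± 2.34 CPM (SD, n = 4) in the control group, from 3, 3, 6 and 2 tags, and was not listed in any CPB/DHCA library. miR-29b-3p (UAGCACCAUUUGAAAUCAGUGUU) had 207 ± 17.7 CPM (SD, n = 4) in the control group and 121 ± 53.8 (SD, n = 4) in the CPB/DHCA group. Its tags numbered 585 over the control libraries and 85, 54, 42 and 107 in the CPB/DHCA libraries.
The fitted log2 fold change of miR-29a-5p was -4.76 (standard error 1.19, unadjusted p of 0.0057, adjusted p = 0.53), a value that depends on how empty cells are read. With 1 tag in each empty cell, the rate in the control group was 3.01 times that in the CPB/DHCA group (95% exact interval 0.95 to 12.58), a log2 fold change of -1.59. The groups did not overlap (exact two-sided permutation test, p = 0.029). miR-29b-3p had a log2 fold change of -0.78 (standard error 0.31, unadjusted p of 0.029, adjusted p = 0.53), and 1 CPB/DHCA library (190 CPM) lay above the lowest control library (exact two-sided permutation test, p = 0.057).
Among the 467 miRNAs tested, miR-29a-5p ranked 3 by p and 4 by the size of its log2 fold change, and its fitted fall was the largest. These ranks rest on reading empty cells as 0, and with 1 tag in each empty cell it ranked 35 by p, 15 by size and 3 by fall. miR-29b-3p ranked 20 by p and 64 by size. Both passed the fold change and unadjusted p thresholds, and neither passed when p was adjusted over all the miRNAs tested.
Precursors of both lie on chromosome 4 of GRCr8, Mir29a from 60617955 to 60618042 and Mir29b1 from 60618334 to 60618414. miR-29b-3p is also made from Mir29b2 on chromosome 13, from 109098831 to 109098911, and its count does not tell the precursors apart.

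**Figure D2:**
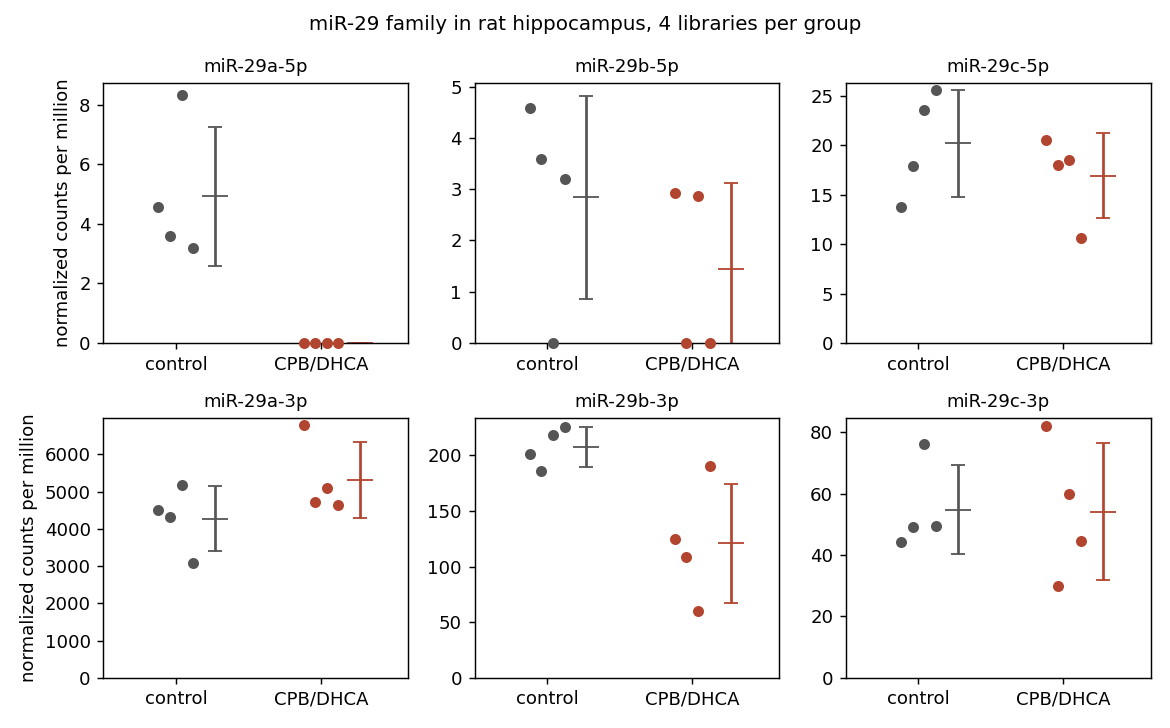
Normalized CPM (y axis) of the 6 arms of the miR-29 family in 4 control libraries (gray) and 4 CPB/DHCA libraries (red). Points are libraries, and the bars beside them give the mean and SD. miR-29a-5p lies at 0 in all the CPB/DHCA libraries, and miR-29b-3p at 60.0 to 190, against up to 225 in the control libraries.

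With empty cells read as 0, miR-29a-5p passed the thresholds with any 1 library left out. Each of those fits had no tag of it in the CPB/DHCA group, so leaving out a library of that group tests little. miR-29b-3p did not pass without control 3, control 4, CPB/DHCA 1, CPB/DHCA 2 or CPB/DHCA 3 (log2 fold changes from -0.55 to -0.78). With every empty cell of the table at 1 tag, edgeR gave miR-29a-5p a log2 fold change of -1.46, and with limma on log2(TPM + 10) it was -0.17. The paper takes miRNAs past both thresholds as differentially expressed and, with reference to Fig. 2B, states that these members of the miR-29 family stood out most.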

Notably, the changes in the expression of miR-29a-5p and miR-29b-3p were the most pronounced (Figure 2B).

**Figure 2:**
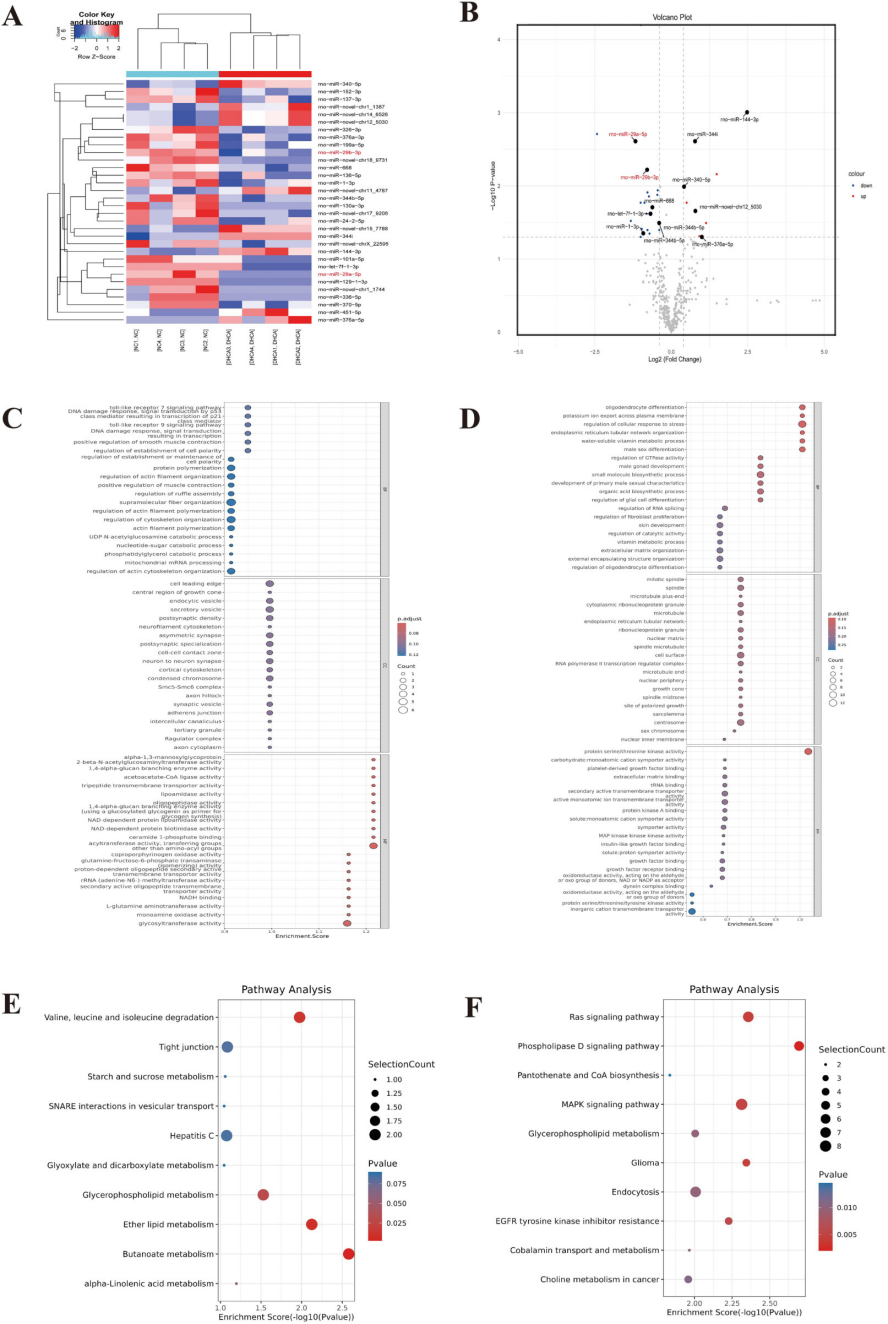
Hippocampal RNA-Seq analysis of differential gene expression between the CPB/DHCA group (*n* = 4) and the control group (*n* = 4). **(A)** Profiling heatmap of upregulated and downregulated miRNAs between the CPB/DHCA and control groups. **(B)** Volcano plot of DEGs between the CPB/DHCA and control groups. **(C)** GO enrichment analysis of upregulated genes (BP, MF, and CC) at level 2. **(D)** GO enrichment analysis of downregulated genes (BP, MF, and CC) at level 2. **(E)** KEGG pathway enrichment of upregulated genes between the CPB/DHCA and control groups. **(F)** KEGG pathway enrichment of downregulated genes between the CPB/DHCA and control groups. DHCA, deep hypothermic circulatory arrest; CPB, cardiopulmonary bypass; DEGs, differentially expressed genes; BP, biological process; MF, molecular function; CC, cellular component; KEGG, Kyoto encyclopedia of genes and genomes.

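Most of the other miRNAs named in the heatmap were lower in the CPB/DHCA group. miR-152-3p fell from 1609 ± 472 CPM (SD, n = 4) in the control group to 841 ± 315 (SD, n = 4) in the CPB/DHCA group, with a log2 fold change of -0.94 (standard error 0.3). miR-376a-3p, miR-136-5p and miR-668, all of the imprinted Dlk1-Dio3 cluster, fell by 0.73, 0.87 and 0.64 on the log2 scale, and miR-24-2-5p fell by 1.03. miR-101a-5p had 16 tags in the control group and 2 in the CPB/DHCA group (log2 fold change -2.57, standard error 0.95, -4.96 to -2.16 with 1 library left out), a size that rests on reading empty cells as 0. The predicted UGUAAGUGUGUAUGUAUAUGU on chromosome 17 of rn6 had a log2 fold change of -0.92. All these passed the fold change of 1.5 and the unadjusted p of 0.05, and none passed at an adjusted p under 0.05.
Among the names that were higher in the CPB/DHCA group, several are predicted sequences. UCUCGCUGGGGCCUCCA, named for chromosome 1, had 736 ± 224 CPM in the control group and 1367 ± 440 in the CPB/DHCA group (log2 fold change 0.89, standard error 0.29). UCCCUGUUCGGGCGCCA, listed once for chromosome 12 and again for chromosome 14 with the same counts, had 241 ± 69.8 CPM in the control group (log2 fold change 0.76, standard error 0.24). UCACUUGACCAGCCUUU on chromosome 11 had a log2 fold change of 0.67. AGUGUGCUUGGAAUAAA on chromosome 15 had 3 tags in the control group and 22 in the CPB/DHCA group (log2 fold change 2.85, standard error 0.91, 2.44 to 5.6 with 1 library left out), a size that rests on reading empty cells as 0.
Of the other named miRNAs, some were tested and did not pass both thresholds. The brain-enriched miR-137-3p, and miR-326-3p, had log2 fold changes of -0.47 each, and miR-340-5p had 0.39, so their unadjusted p values of 0.026, 0.016 and 0.017 passed but their fold changes were under 1.5. miR-130a-3p and miR-344b-5p had -0.47 each, let-7f-1-3p -1.55, miR-370-5p -1.60, the predicted AUUGGGAACAUUUUGCAUAAAU on chromosome X -1.15 and miR-344i 1.18, with unadjusted p values from 0.085 to 0.15. Tags of miR-376a-5p were found only in the CPB/DHCA group (8 in total), and those of miR-129-1-3p, miR-336-5p and the predicted AGCGGUGCUCCUCUGUCUGC on chromosome 1 only in the control group (8, 8 and 10). These 4 did not meet the filter on counts and libraries and so were not tested above. Without a filter and with empty cells read as 0, they were past both thresholds, with unadjusted p values from 0.021 to 0.043 and adjusted p of 0.64 or more, but each has a group with no listed tag, so the size of the change is not given.
Of the 32 names in the heatmap, 28 were tested, all in the direction that the heatmap shows, and 19 passed both thresholds, comprising 7 higher and 12 lower. A further 15 miRNAs passed that the heatmap does not name. Among these, the smallest p values belonged to miR-483-3p (log2 fold change -1.60, standard error 0.48) and to miR-148a-3p, which shares its seed with miR-152-3p (-0.75, standard error 0.23). The others include the predicted CGCGGGAAAUGUGGCGUA on chromosome 7 (1.05) and ACAGUAGUCUGCACAUUGGUU on chromosome 3 (-0.83). The latter is the sequence of miR-199a-3p without its last base, counted under a separate name, while miR-199a-3p itself had -0.51 and did not pass. miR-152-3p, miR-148a-3p, miR-483-3p and the predicted sequences on chromosomes 1, 12 and 15 passed with any 1 library left out. Calls of the other miRNAs named here as passing ended without 1 or more of the libraries, that of miR-136-5p without any of 7.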

Subsequent functional annotation was performed through integrated Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses to systematically characterize miRNA-mediated regulatory networks. Functional annotation analysis revealed the GO landscape across biological processes (BP), molecular functions (MF), and cellular components (CC), as depicted in Figures 2C,D. KEGG pathway profiling revealed predominant enrichment of differentially expressed genes (DEGs) in three critical pathways: MAPK signalling, tight junction, and gap junction assembly (Figures 2E,F). These pathways are functionally implicated in BBB homeostasis through coordinated regulation of endothelial cell–cell adhesion complexes and paracellular permeability (22, 23).

### Patient demographic and clinical characteristics

Between January and June 2024, 140 consecutive patients with AAD were initially enrolled in this study. Following rigorous screening, 45 patients were excluded based on the following predefined criteria: incomplete clinical records (*n* = 23), preexisting neurological/psychiatric comorbidities (*n* = 7), chronic hepatorenal insufficiency (*n* = 8), and mortality events (aortic rupture-related deaths, *n* = 4; death within 24 h after surgery, *n* = 3). Ultimately, 95 eligible patients composed the final analytical cohort. The baseline demographic and clinical characteristics of the study cohort are summarized in Table 1.

**Table 1:** The demographic and preoperative data of patients.

Variables	Total (*n* = 95)	Non-PONC (*n* = 70)	PONC (*n* = 25)	*P*
Age (years)	54.00 (44.50, 63.50)	53.50 (44.00, 63.00)	58.00 (51.00, 64.00)	0.314
Male	71 (74.74)	53 (75.71)	18 (72.00)	0.714
Body mass index (kg/m2)	24.40 (22.00, 26.70)	23.85 (21.65, 26.10)	25.40 (22.90, 28.70)	0.088
Smoking	35 (36.84)	29 (41.43)	6 (24.00)	0.121
Hypertension	66 (69.47)	49 (70.00)	17 (68.00)	0.852
Diabetes mellitus	3 (3.16)	2 (2.86)	1 (4.00)	1
Ejection fraction (%)	65.00 (61.95, 68.20)	65.00 (61.93, 68.08)	65.20 (62.10, 68.20)	0.685

Continuous variables are presented as median (interquartile range); categorical variables are presented as *n* (%). PONC, postoperative neurological complications.

A comparative analysis of the perioperative parameters revealed that compared with the non-PONC cohort, the PONC cohort had significantly longer CPB times, extended aortic cross-clamp durations, longer mechanical ventilation requirements, and longer ICU stays (Table 2). Furthermore, in-hospital mortality rates were significantly higher in the PONC cohort (28% vs. 4.29%, *p* = 0.003). Preoperative biomarker analysis revealed significant intergroup disparities (Figure 3). Compared with non-PONC controls, the PONC cohort demonstrated marked increases in the expression of inflammatory mediators, such as CRP (*p* = 0.019), procalcitonin (PCT) (*p* = 0.027), IL-6 (*p* < 0.001), and miR-29b-3p (*p* < 0.001). Postoperative inflammatory marker levels also demonstrated similar trends (Figure 3). CRP (*p* = 0.001), PCT (*p* < 0.001), and IL-6 (*p* = 0.001) levels significantly increased in the PONC group. Conversely, miR-29a-5p expression was markedly decreased in PONC patients (*p* < 0.001).

**Table 2:** Perioperative and postoperative data.

Variables	Total (*n* = 95)	Non-PONC (*n* = 70)	PONC (*n* = 25)	*P*
CPB duration (min)	142.00 (123.50, 167.00)	140.00 (120.25, 161.00)	164.00 (137.00, 193.00)	0.012
Aortic cross clamp duration (min)	64.00 (48.00, 87.50)	61.00 (47.250, 83.00)	86.00 (60.00, 93.00)	0.017
SCP duration (min)	14.00 (10.00, 20.00)	13.25 (10.00, 19.75)	16.00 (14.00, 32.00)	0.060
MHCA duration (min)	2.00 (0.00, 3.00)	2.00 (0.00, 3.00)	2.00 (0.00, 4.00)	0.656
MNT (°C)	22.50 (22.00, 23.00)	22.50 (22.00, 23.00)	22.50 (22.00, 23.50)	0.766
MRT (°C)	25.00 (23.50, 25.50)	25.00 (23.50, 25.88)	25.00 (23.60, 25.10)	0.777
Ventilation support duration (h)	40.00 (20.00, 83.00)	24.50 (18.00, 60.00)	103.00 (51.00, 160.00)	<.001
ICU stay (min)	86.00 (50.50, 155.50)	64.50 (44.25, 120.00)	166.00 (109.00, 232.00)	<.001
Length of hospital stay (d)	10.00 (9.00, 15.00)	10.00 (9.00, 15.00)	9.50 (8.00, 13.00)	0.673
In-hospital mortality	10 (10.53)	3 (4.29)	7 (28.00)	0.003

Continuous variables are presented as median (interquartile range); categorical variables are presented as *n* (%). PONC, postoperative neurological complications; CPB, cardiopulmonary bypass; min, minutes; SCP, selective cerebral perfusion; MHCA, moderate hypothermic circulatory arrest; MNT, minimum nasopharyngeal temperature; MRT, minimum rectal temperature.

**Figure 3:**
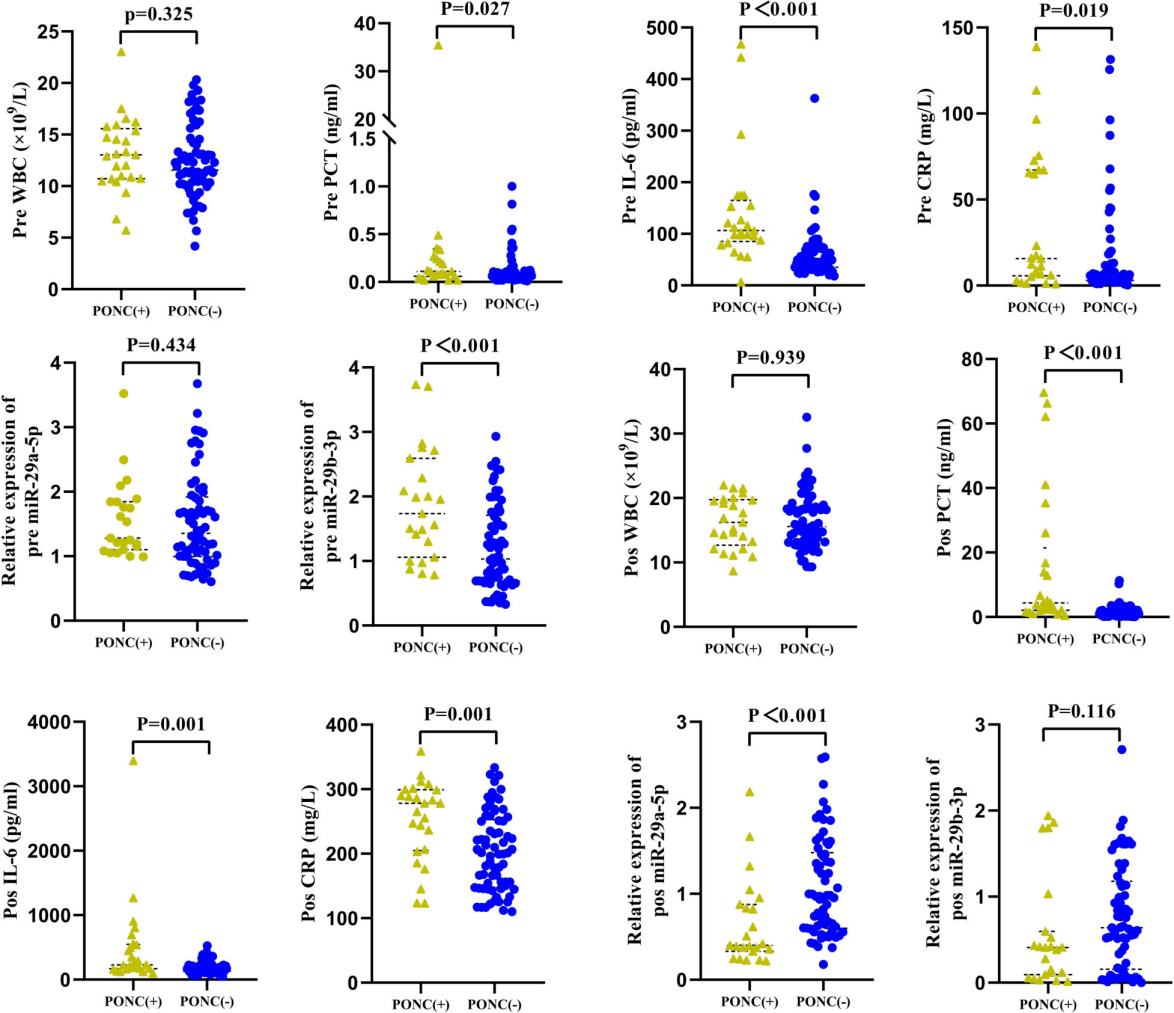
Comparison of preoperative and postoperative laboratory examinations between the two groups. WBC, white blood cell; CRP, C-reactive protein; PCT, procalcitonin; IL-6, interleukin-6.

### Univariate and multivariate logistic regression analyses

Univariate logistic regression revealed multiple perioperative predictors of PONC, including preoperative inflammatory biomarkers, preoperative miR-29b-3p expression, postoperative miR-29a-5p expression, and CPB time. Notably, multivariate adjustment confirmed that preoperative miR-29b-3p expression (OR = 2.53, 95%CI 1.17–5.47, *p* = 0.018) and postoperative miR-29a-5p expression (OR = 0.21, 95%CI 0.05–0.96, *p* = 0.044) were independent risk factors for PONC development, whereas IL-6, CRP, and CPB time lost statistical significance in the multivariable model (Table 3).

**Table 3:** Univariate and multivariate analyses of all patients.

Variables	Univariate analysis		Multivariate analysis	
	OR (95%CI)	*P* value	OR (95%CI)	*P* value
Male	0.82 (0.29–2.31)	0.714		
Age (years)	1.02 (0.98–1.06)	0.267		
Body mass index (kg/m^2^)	1.11 (0.98–1.26)	0.114		
Hypertension	0.91 (0.34–2.44)	0.852		
Diabetes mellitus	1.42 (0.12–16.34)	0.780		
Smoking	0.45 (0.16–1.26)	0.126		
Pre IL-6 (pg/mL)	1.02 (1.01–1.03)	<.001	1.01 (1.00∼1.02)	0.054
Pre CRP (mg/L)	1.02 (1.01–1.03)	0.016	1.01 (0.99∼1.02)	0.543
CPB duration (min)	1.01 (1.01–1.02)	0.035	1.00 (0.99∼1.01)	0.526
SCP duration (min)	1.03 (0.99–1.07)	0.176		
Pre miR-29a-5p	1.08 (0.55–2.14)	0.820		
Pre miR-29b-3p	3.13 (1.57–6.26)	0.001	2.53 (1.17∼5.47)	0.018
Post miR-29a-5p	0.17 (0.05–0.58)	0.005	0.21 (0.05∼0.96)	0.044
Post miR-29b-3p	0.58 (0.25–1.33)	0.195		

CRP, c-reactive protein; IL-6, interleukin-6; CPB, cardiopulmonary bypass; SCP, selective cerebral perfusion; pre miR-29a-5p, preoperative miR-29a-5p; pre miR-29b-3p, preoperative miR-29b-3p; post miR-29a-5p, postoperative miR-29a-5p; post miR-29b-3p, postoperative miR-29b-3p.

*P* value less than 0.05, indicating a statistically significant difference between groups.

### Development and validation of a nomogram prediction model

A clinically oriented nomogram incorporating the identified independent predictors was developed (Figure 4A), followed by rigorous multidimensional validation. The nomogram exhibited strong discriminative ability, with an area under the ROC curve (AUC) of 0.867 (Figure 4B). At the optimal probability threshold, the model achieved high overall accuracy, sensitivity, and specificity, along with favorable predictive values and likelihood ratios. The diagnostic odds ratio and Youden index further supported its excellent diagnostic performance (Table 4). The model exhibited optimal calibration fidelity, as evidenced by the nonsignificant Hosmer–Lemeshow test results (*p* = 0.441) (Figure 4C). Decision curve analysis revealed substantial clinical utility across the 3%–87% risk threshold spectrum, achieving peak net benefit (Figure 4D).

**Figure 4:**
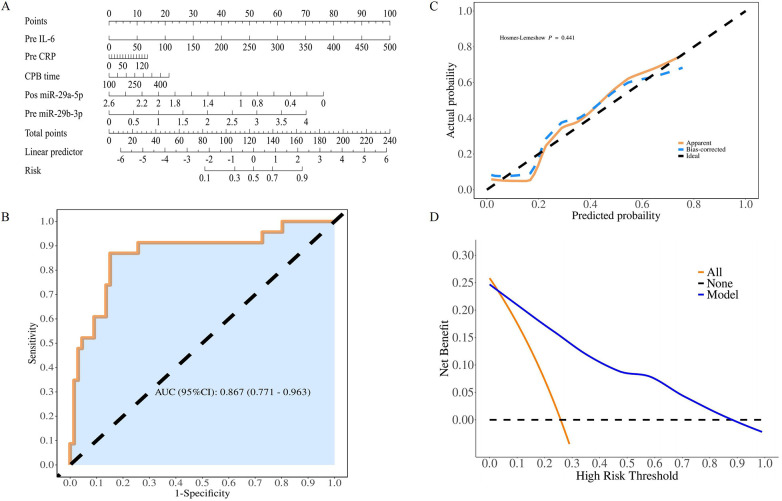
Development and validation of a nomogram prediction model. **(A)** Nomogram for predicting postoperative neurological complications. The nomogram model assigns a score on a 0–100-point scale according to the regression coefficient, and the total score for a patient can be calculated by summing the scores of each variable. **(B)** Receiver operating characteristic curve evaluation. **(C)** Hosmer–Lemeshow calibration curve. **(D)** The decision curve analysis curve for the validation sets suggested that the maximum net benefit of 0.23 was achieved when the threshold value was between 0.3 and 0.87. IL-6, interleukin-6; CRP, c-reactive protein; CPB, cardiopulmonary bypass; premiR-29b-3p, preoperative miR-29b-3p; and postmiR-29a-5p, postoperative miR-29a-5p.

**Table 4:** Model confusion matrix.

AUC	Accuracy	Sensitivity	Specificity	PPV	NPV	LR+	LR-	DOR	Youden Index	cut off
(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	(95% CI)	
0.867	0.854	0.848	0.87	0.949	0.667	6.52	0.17	38.35	0.718	0.307
(0.771–0.963)	(0.763–0.920)	(0.762– 0.935)	(0.732– 1.000)	(0.893– 1.000)	(0.498–0.835)	(2.470–17.230)	(0.070–0.430)	(9.870–148.970)	(0.494–0.935)	

PPV, positive predictive value; NPV, negative predictive value; LR+, positive likelihood ratio; LR-, negative likelihood ratio; DOR, diagnostic odds ratio.

### Survival curve

Thirty-day survival analyses stratified by miRNA expression thresholds (median premiR-29b-3p and postmiR-29a-5p levels) revealed distinct prognostic patterns. Preoperative miR-29b-3p expression was significantly associated with survival (log-rank *P* = 0.041; Figure 5A), with an elevated hazard ratio (HR = 4.372; 95%CI 0.928–20.596). In contrast, postoperative miR-29a-5p expression was not significantly associated with prognosis, indicating only a marginal increase in risk (Figure 5B).

**Figure 5:**
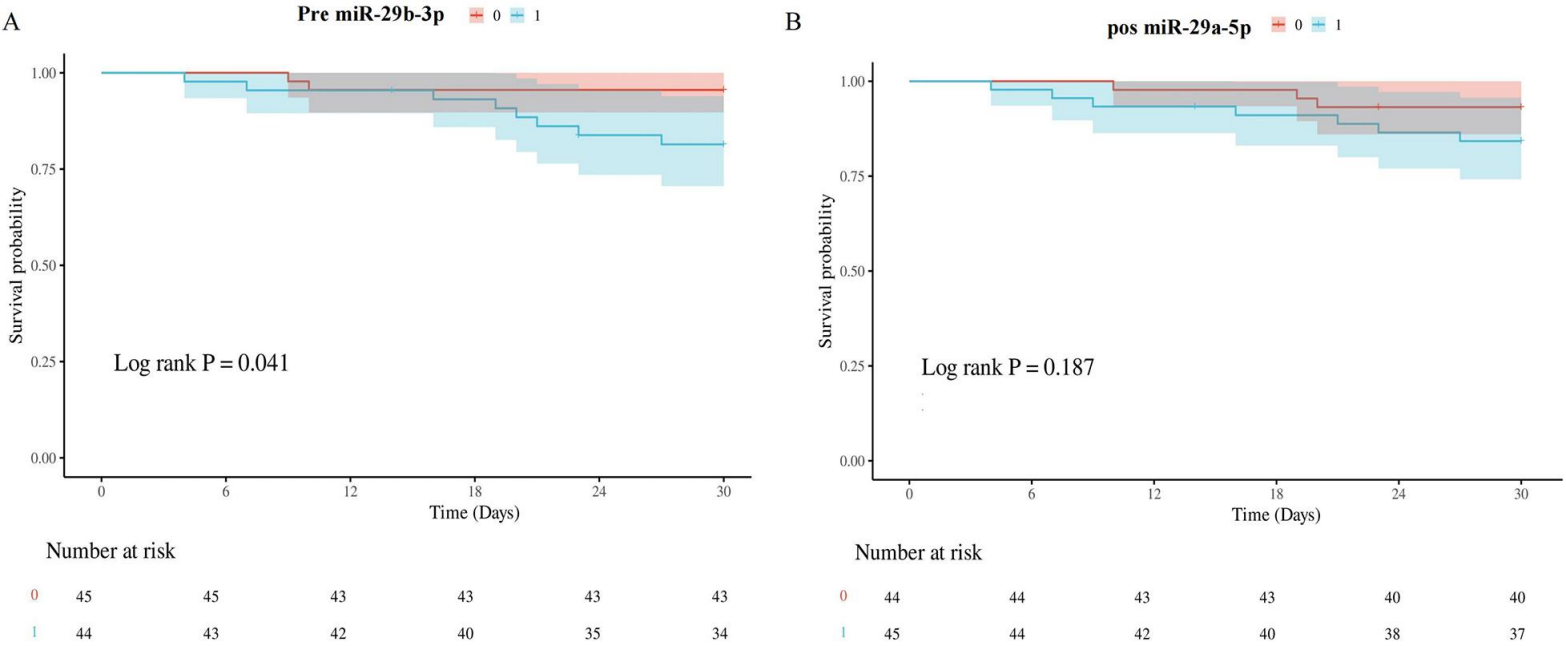
Survival curve. **(A)** Kaplan–Meier analysis stratified by median premiR-29b-3p expression thresholds revealed significant survival discrimination (log-rank *P* = 0.041), with an elevated hazard ratio (HR = 4.372, 95%CI 0.928–20.596). **(B)** Kaplan–Meier analysis stratified by median postmiR-29a-5p expression thresholds revealed no significant difference in prognosis [log-rank *P* = 0.187; hazard ratio (HR) = 2.415; 95%CI 0.624–9.339].

## Discussion

Circulating miRNAs are known for their stability and have emerged as promising diagnostic tools for central nervous system injury. However, their reliability in predicting or diagnosing postoperative brain injury following AAD surgery remains to be validated. Our study highlights the critical role of miRNAs in regulating diverse cerebral pathological processes and identifies them as novel biomarkers. Notably, cross-species analyses revealed differential postoperative miR-29 fluctuations across neural and circulatory compartments, establishing their association with PONC in AAD patients. These findings not only identify miR-29 as a potential biomarker for DHCA-associated neurological damage but also elucidate its mechanistic involvement in PONC, shedding light on previously unexplored molecular pathways.

This study provides the first evidence of decreased miR-29a-5p expression in the blood of patients who underwent DHCA. Notably, these findings were corroborated in animal models subjected to DHCA, in which miR-29a-5p downregulation mirrored clinical observations, further confirming its consistent association with DHCA-induced physiological stress. The miR-29 family is widely recognized to play roles in neuroprotection, regulation of apoptosis, inflammation, and synaptic plasticity (24). In animal models, DHCA-induced cerebral ischemia‒reperfusion injury likely disrupts miR-29 expression, as observed in brain transcriptomic analysis. 

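Within the miR-29 family, the minor arm of miR-29a and miR-29b-3p were lower in the hippocampus of the CPB/DHCA group at the fold change of 1.5 and the unadjusted p of 0.05, and the other members did not pass these thresholds. No member passed when adjusted over all the miRNAs tested (adjusted p = 0.53 for both), and the call of miR-29b-3p ended in 5 of 8 fits with 1 library left out. The most abundant member was miR-29a-3p (UAGCACCAUCUGAAAUCGGUUA), with 4274 ± 879 CPM (SD, n = 4) in the control group and 5311 ± 1010 (SD, n = 4) in the CPB/DHCA group, a log2 fold change of 0.31 (standard error 0.19, adjusted p = 0.73). miR-29c-3p had 54.8 ± 14.5 and 54.1 ± 22.3 CPM (log2 fold change -0.01, standard error 0.32), with a sign that turned to 0.04 under DESeq2. miR-29c-5p had 20.2 ± 5.39 and 16.9 ± 4.32 (log2 fold change -0.24, standard error 0.31), and miR-29b-5p had 8 tags in the control group and 4 in the CPB/DHCA group (log2 fold change -0.74, standard error 1.03).
As a list of 6, the family had a median log2 fold change of -0.49. This median does not depend on the size of the fall of miR-29a-5p, which lies below the middle members in either reading of its empty cells. miR-29b-5p, a middle member, has empty cells too, and the median with 1 tag in every empty cell was not computed. The list was set after Fig. 2A, which names miR-29a-5p and miR-29b-3p, had been seen, so its tests are not independent of these data. The fry test in one direction did not pass (adjusted p = 0.20), and the mixed test, which asks whether members change in either direction, did (adjusted p = 0.0031). With camera, which asks for a shared direction against the other miRNAs, the adjusted p was 0.11 at a preset and 0.52 at an estimated correlation. Of the 35 splits of the libraries into 4 and 4, 5 gave as many lists past the mixed test as the real split. Of the members, 1 was lower when adjusted over the list alone. The mixed call ended when edgeR's filterByExpr removed miR-29a-5p, and without CPB/DHCA 1 the directional test passed (adjusted p = 0.044).
Both arms of a hairpin come from a single precursor. Over the 111 hairpins with both arms tested, the log2 fold changes of the arms had the same sign in 80 and a Spearman correlation of 0.383, which is across miRNAs and not across independent replicates. The arms of miR-29a differed by -5.07 on the log2 scale (-1.80 with 1 tag in each empty cell), in either case the largest difference of the 111. Those of miR-29b differed by 0.04, but miR-29b-5p had few tags (standard error 1.03). miR-29b-3p is also listed for the precursor miR-29b-1, and miR-29b-5p is not, so their counts do not come from a single hairpin. Over the positions compared, miR-29a-3p and miR-29c-3p differ at 1 base of 22, so reads with a mismatch can be placed on either.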

Previous studies have shown that miR-29 suppresses the expression of pro-apoptotic proteins and maintains blood–brain barrier integrity by targeting matrix metalloproteinases (25). Its downregulation during DHCA may exacerbate neuronal apoptosis, disrupt neurovascular coupling, and amplify inflammatory cascades, contributing to cognitive decline. Clinically, the parallel reduction in plasma miR-29a-5p levels in AAD patients with PONC suggests its systemic release from damaged neural tissue or impaired synthesis due to ischemic stress. This finding aligns with evidence linking circulating miR-29 to neurodegenerative conditions, in which its loss is correlated with synaptic dysfunction and memory deficits (26).

Mechanistically, our findings align with the pleiotropic role of miR-29b-3p in neural injury pathways. The preoperative elevation of miR-29b-3p emerged as an independent risk factor for PONC, which is consistent with its established capacity to exacerbate ischemic neuronal damage through apoptosis potentiation (via Bcl2L2 suppression) and redox imbalance (27, 28). Notably, miR-29b-3p antagomir administration demonstrated therapeutic potential in preclinical models, attenuating oxidative stress and restoring endothelial homeostasis—a critical pathway for vascular repair in aortic dissection (29). Cross-disease analyses further reinforce its pathological significance, with upregulated miR-29b-3p being implicated in moyamoya disease leukocytes (30) and cancer progression (31).

Notably, the expression patterns of miR-29b-3p and miR-29a-5p differed across the experimental and clinical settings. While both were downregulated post-DHCA in rats, preoperative plasma miR-29b-3p (but not miR-29a-5p) was elevated in PONC patients, with no postoperative differences observed. Despite sharing neuroprotective functions through apoptosis inhibition and oxidative stress mitigation (24, 27), their compartment-specific dynamics may reflect distinct biological roles. Nucleus-localized miR-29b-3p (vs. cytoplasmic miR-29a) demonstrates limited peripheral release efficiency, which is supported by its 10–20-fold lower serum levels than those of cytoplasmic miRNAs (e.g., miR-122 in hepatocellular carcinoma), likely due to cellular barrier constraints and prolonged nuclear retention (32, 33).

The association between the level of miR-29 and PONC underscores its potential as a prognostic biomarker. DHCA, while necessary for aortic repair, induces cerebral hypoperfusion and oxidative stress, triggering miR-29-dependent pathways that may fail to counteract neuronal damage. Notably, miR-29 is also involved in mitigating endothelial dysfunction and amyloid-beta accumulation (34, 35), both of which are implicated in postoperative delirium and dementia. Our findings suggest that miR-29a-5p depletion post-DHCA could reflect a compromised adaptive response to ischemic insults, rendering patients vulnerable to cognitive impairment. Preclinical evidence substantiates this hypothesis, demonstrating that miR-29 expression is correlated with neuronal survival in ischemic brain injury, while preoperative miR-29b-3p elevation independently predicts 30-day postoperative mortality.

### Limitations

While this study established a significant correlation between miR-29 dysregulation and PONC, several limitations warranted consideration. First, this study was unable to establish a direct causal relationship between miR-29 levels and the pathogenesis of PONC. Second, our mechanistic exploration was confined to transcriptomic analysis of the rat hippocampus. Third, the study lacked corroborative RNA-seq data from patient blood or tissue samples, which limited our ability to directly translate the rodent transcriptomic findings to the human pathophysiology. Finally, the absence of functional validation through *in vitro* neuronal models or *in vivo* behavioral assays in animals meant the precise neuroprotective or detrimental roles of miR-29 in the context of DHCA remains to be experimentally confirmed.

## Future directions

To address the aforementioned limitations and advance the clinical translation of our findings, future research should prioritize the following directions. First, conducting *in vitro* and *in vivo* experiments is essential to definitively establish the causal roles of miR-29 in the pathogenesis of PONC and to elucidate their precise molecular targets. Second, building on current hippocampal data, subsequent animal studies should analyze miRNA expression in other cognition-critical brain regions and at multiple time points after DHCA to delineate the spatiotemporal dynamics of injury and repair. Finally, prospective, multicenter, longitudinal studies are needed to validate the predictive accuracy of the miR-29 based nomogram, while parallel profiling of circulating miRNAs correlated with patient RNA-seq data will help bridge the translational gap between rodent models and human disease.

## Conclusion

In conclusion, this study identified dysregulated miR-29 expression as a key molecular alteration associated with PONC after CPB/DHCA. Furthermore, we validated circulating miR-29b-3p as an independent predictor of PONC and mortality in patients with AAD. These findings provide a basis for the early risk assessment of cerebral injury in this high-risk surgical population.

## Data Availability

The datasets presented in this study can be found in online repositories. The datasets are available in the GEO repository (GSE 298179).

How the deposited data were processed for this re-analysis (not part of the article)

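Small RNA of the hippocampus was sequenced from 4 rats of the CPB/DHCA group and 4 sham-operated control rats, 24 h after the procedure. The authors removed adapters with cutadapt 1.9.3, aligned the reads with Novoalign 3.02.12 to precursors of miRBase and to precursors newly predicted with miRDeep2 2.0.0.5 on the pooled reads, and counted reads on mature miRNAs. Their processing notes name the rn6 genome build, and the release of miRBase is not stated in the paper's text. The deposited count table holds raw tag counts over 669 lines, which give 615 mature miRNAs, of which 47 fill several lines with counts that never differ. The deposited score table holds the authors' TPM, rounded to whole numbers, with 1 factor per library. Of 4920 cells, 1175 were empty, and since no count of 1 is listed an empty cell is 0 or 1 tag. Patients' measurements were not analysed here.

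Counts were analysed in R 4.3.3 with edgeR 4.0.16. miRNAs with at least 10 counts in total that were listed in at least 4 libraries were kept, which left 467 (387 of miRBase and 80 predicted). TMM factors ranged from 0.891 to 1.129, and the common biological coefficient of variation was 0.415. The groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest), and p was adjusted by the method of Benjamini and Hochberg over all the miRNAs kept. miRNAs were counted at the thresholds of the paper (a fold change of at least 1.5 and an unadjusted p of at most 0.05) and at an adjusted p under 0.05. The test behind the miRNA P values is not named in the paper's text, whose statistics section names tests for comparing groups in general. Normalized CPM come from the same factors. For single miRNAs, an exact two-sided permutation test over the 70 assignments of 4 libraries to a group was added, with a smallest possible p of 0.029. Intervals of ratios of tags are exact at 95% and cover counting error only. The p values for single miRNAs and those of fry measure the spread between these libraries. Chi-square tests compare tags of control 4 with those of CPB/DHCA 4 and cover counting error only. Fisher's exact test compares sequences and not libraries. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the rest.

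Lists of miRNAs were fixed before the data were examined: the miR-29 family, miRNAs of erythrocytes, broader blood cells, leukocytes, endothelium, smooth muscle and fibroblasts, oligodendrocytes, neurons, choroid plexus and ependyma, and striated muscle, inflammation-induced, activity-regulated and hypoxia miRNAs, the miR-344, let-7 and miR-181 families, the imprinted Dlk1-Dio3 cluster, and the miR-17 and miR-92 clusters with their paralogs. Fig. 2A and 2B, made from the same data, had been seen by then, so lists with members named there are not independent of these data. Lists with at least 3 tested members were tested with fry of limma 3.58.1 in one direction and mixed, with camera at a preset correlation of 0.01 and at an estimated correlation as alternatives. The miRNAs named in the text were chosen by a rule set at the same time: every measured member of the miR-29 family, those labelled in Fig. 2A and 2B (whose values in the figure had been seen), the 5 most abundant, of the miRNAs past the paper's thresholds the 10 with the smallest p in each direction (fewer than 10 passed the adjusted threshold), and up to 4 of the most abundant members of each list. miR-429, miR-182, the predicted miRNA on chromosome 4 and the predicted sequences ending in CCA that the figure does not show were added after their values were seen.

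The procedure was tested on simulated counts with the same totals and spread, in which some miRNAs changed 2-fold and others 4-fold. The filter on counts and libraries left 452 miRNAs. Of these, 96 had changed 2-fold and 94 had changed 4-fold, and the shares below leave out changed miRNAs that the filter removed. At an adjusted p under 0.05, 26% of the former and 83% of the latter were found, and none in the wrong direction. At the paper's thresholds 50.0% and 87.2% were found, with 3.4% of 262 unchanged miRNAs. Replicates differed by more than counting error, with a chi-square per degree of freedom of 10.5 to 174.7 between pairs of libraries of a group.

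The replicate numbers were checked for pairing. Correlations of same-numbered libraries, as deviations from their group means, were 0.205, -0.147, -0.073 and 0.588, so the numbers were not used as a block in the analysis above. Alternatives fixed before the data were examined were DESeq2 1.42.0, other scaling factors, other filters, limma on log2(TPM) with pseudocounts of 1, 0.1 and 10, tests on TPM, edgeR's exact test, a robust fit, the replicate block, each library left out in turn, miRBase miRNAs only, identical sequences collapsed, and the most abundant or the erythrocyte miRNAs left out. Others were added after the data had been seen: a test on TPM with group means + 1, at fold changes of 1.5 and 1.3, empty cells at 1 tag, the totals behind the TPM, both number-4 libraries left out, and the miR-200 and miR-183 clusters left out. The clusters were left out by name, so the predicted miRNA on chromosome 4 stayed in. Gene and pathway enrichment of Fig. 2C to 2F was not analysed here, since it rests on predicted targets.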

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

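The tests of explanations in this part were chosen after the results were seen, except the count of splits for the sequences ending in CCA, which was set before its result.

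In CPB/DHCA 1, the summed CPM of the miR-29 family were 7027, far from the 4869 to 5230 of the other CPB/DHCA libraries. miR-29c-3p in control 3 stood at 76.3 CPM, apart from the 44.3 to 49.5 of the other control libraries. Single libraries stood apart in this way in 3 of 50 groups of 4, and chance gives about 1 in 20. The log2 fold change of miR-144-3p was 3.5, from 4, 4, 0 and 0 tags in the control libraries and 30, 12, 19 and 22 in the CPB/DHCA libraries, and the paper names this miRNA in Fig. 2 without discussing it.

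The summed CPM of the choroid plexus and ependymal miRNAs were 34856 in CPB/DHCA 4 and 1208 to 3728 in the other CPB/DHCA libraries. miR-200a-3p had 14006 tags there, 453 in control 4 and 3 to 12 in each of the other 6 libraries. miR-200b-3p, miR-429, miR-183-5p, miR-182 and the predicted UAAUACUGCCGGGUAAUGAUGGA on chromosome 4 were high in the same libraries, with 2491, 1958, 2362, 509 and 361 tags in CPB/DHCA 4 and 81, 67, 166, 41 and 17 in control 4. Choroid plexus or ependymal tissue in the CPB/DHCA 4 sample cannot be told apart from other sources, since the other members of the list (the miR-204, miR-211, miR-34 and miR-449 families) summed to 1867 CPM there, within the spread of the 1525, 1190 and 3699 CPM of CPB/DHCA 1, 2 and 3 (0.5 of the highest), which could hide a small share. Reads of CPB/DHCA 4 that passed into control 4 would give control 4 an equal share of the tags of each miRNA. After the highest count of controls 1 to 3 was subtracted from control 4, the shares were 3.2%, 3.2%, 3.3% and 3.3% for miR-200a-3p, miR-200b-3p, miR-429 and the predicted miRNA (chi-square test, p of 0.99), so this may be the source of these 4 in control 4, but 5.9% and 7.5% for miR-183-5p and miR-182, more than those (chi-square test, p of 1.6e-14), which argues against it as the whole source there. With nothing subtracted they were 3.2%, 3.3%, 3.4%, 4.7%, 7.0% and 8.1% in the same order, with a p of 0.5 over the first 4 and 3.9e-22 for the other two against them. These chi-square tests treat tags as independent and cover counting error only. What raised these miRNAs in CPB/DHCA 4 stays open, and no biological explanation was tested.

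The short predicted miRNAs that end in CCA had a mean log2 fold change of 0.73, and 3 of 5 sequences passed both thresholds of the paper (UCUCGCUGGGGCCUCCA, UCCCUGUUCGGGCGCCA and CCCCACGUUGGGCGCCA). UCUCGGUGGGACCGCCA and AUCCCGGACGAGCCCCCA had log2 fold changes of 0.81 and 0.45, and fry over the 5 gave an unadjusted p of 0.0518. Mature tRNAs end in CCA, and 5 of 50 predicted sequences of 18 nt or less did so against 12 of 463 miRBase sequences (Fisher's exact test, p = 0.018), which is consistent with ends of tRNA being counted as miRNAs. The 5 are the sequences whose endings prompted this test, so it is not independent of them. It bears on what the sequences are and not on the difference between the groups. Of the 35 splits of the libraries into 4 and 4, 3 gave a mean as large as the real 0.73, the highest other being 0.83, so chance cannot be excluded. Without control 3 the mean was 0.58, which argues against that library as the whole cause, and a change in tRNA fragments after CPB/DHCA remains open and untested.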

How the results depend on the processing

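Alternatives marked here as added were chosen after the data were seen: empty cells at 1 tag, the totals behind the TPM, both number-4 libraries left out, the miR-200 and miR-183 clusters left out, and the tests on TPM with group means + 1. For the named miRNAs other than miR-29a-5p and miR-29b-3p, 3129 alternative values were computed for 103 miRNAs, of which 2730 kept direction and side of the paper's thresholds, 177 lost the call, 73 gained one and 149, in 31 miRNAs, turned sign. Most of the 103 had no call to lose, since they were not past the thresholds to begin with. The 2730 therefore do not measure how stable the calls are. The cause was not tested in any case below, except where fewer miRNAs or libraries entered the test. Counts of rare miRNAs rest on a few tags, which limits what the depth can show.

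At 10 or more counts in a library, 373 miRNAs were detected in place of 615. The 34 miRNAs past the paper's thresholds became 21 with filterByExpr, which tested fewer (316), 12 with limma on log2(TPM + 10), 11 with the rank-sum test and 19 with miRBase miRNAs only, and 18 to 44 with 1 library left out. Of the 34, 17 remained without control 1 or without control 3, and 26 without CPB/DHCA 4. The 18 higher became 7 with limma on log2(TPM + 10), 9 with the equal-variance test on TPM, 6 with the rank-sum test, 8 with miRBase miRNAs only, and, in the added tests with means + 1, 8 at a fold change of 1.5 and 10 at 1.3. They were 9 to 25 with 1 library left out, with 11 without control 2 and 9 without control 3. The 16 lower became 8 with filterByExpr, 5 with limma on log2(TPM + 10) and 5 with the rank-sum test, and 6 to 19 with 1 library left out, with 6 without control 1, 9 without control 3 and 8 without CPB/DHCA 1. Leaving out control 4 gave the highest values, 44, 25 and 19. The count at an adjusted p under 0.05 was 2 in place of 1 with DESeq2, filterByExpr, limma on log2(TPM + 1) with or without the filter, limma on log2(TPM + 10), the exact test of edgeR, the robust fit, empty cells at 1 tag and the clusters left out, where miR-144-3p joined the predicted miRNA on chromosome 18. It was 0 with the rank-sum test and with miRBase miRNAs only, which leaves the predicted miRNA out. In the equal-variance tests on TPM the 1 call was miR-129-1-3p, whose TPM was 1 in every control library and empty elsewhere.

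miR-29a-5p kept its direction and its call in 29 of 30 settings, from -4.94 to -0.17, and lost the call with limma on log2(TPM + 10) (-0.17). It has no value with filterByExpr, which removes it, or in the equal-variance and rank-sum tests on TPM, where the mean of the CPB/DHCA group is 0. miR-29b-3p kept its direction in 33 settings and its call in 28, and ranged from -1.09 to -0.55 with 1 library left out, the call ending without control 3, control 4, CPB/DHCA 1, CPB/DHCA 2 or CPB/DHCA 3. Its adjusted p ranged from 0.19 to 1.0, and that of miR-29a-5p from 0.063 to 0.79.

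No list passed the directional fry test, against 1 with RLE factors (erythrocyte, adjusted p = 0.049) and 5 with camera at its preset correlation (0 at an estimated one), and 0 to 1 with 1 library left out: the miR-29 family without CPB/DHCA 1 (0.044) and the erythrocyte list without CPB/DHCA 2 (0.006). The mixed test, passed by 1 list, the miR-29 family, was passed by 3 with the replicate number as a block, by 3 with both number-4 libraries left out, by 0 with filterByExpr and by 1 to 4 with 1 library left out (2 without control 3, 3 without control 4 and 4 without CPB/DHCA 2). With the block, 31 miRNAs passed the paper's thresholds, and it changed neither miR-29 call, while 6 other named miRNAs lost a call and 5 gained one. The direction of the list test turned for the inflammation-induced miRNAs (median -0.22 with RLE factors and with no filter, 0.25 with filterByExpr, -0.27 with camera, and -0.54 to -0.02 with 1 library left out), the activity-regulated miRNAs (0.21 with both number-4 libraries left out, -0.14 to 0.15 with 1 left out), the choroid plexus and ependymal miRNAs (-0.30 with the block) and the miR-181 family (-0.05 to 0.10 with 1 left out).

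Without CPB/DHCA 4, the log2 fold changes turned to -3.71 for miR-200a-3p, -3.10 for miR-200b-3p, -3.96 for miR-429, -2.26 for miR-183-5p, -3.28 for miR-182 and -1.06 for the predicted miRNA on chromosome 4 (-0.04 with both number-4 libraries left out), and without control 4 they were 9.66, 9.98, 9.13, 6.04, 7.22 and 4.99. The other miRNAs that turned sign lay near 0. Over the alternatives that use all the libraries, or leave out both number-4 libraries, values with a turned sign were 0.02, 0.03, 0.04 and 0.06 for let-7f-5p, -0.03, -0.01 and 0 for let-7g-5p, 0 for miR-127-3p, 0.01 for miR-129-5p, 0, 0.01, 0.02 and 0.04 for miR-136-3p, 0.02 for miR-146b-3p, 0.01 to 0.05 for miR-150-5p (0.02, 0.03 and 0.04 between), 0.01 and 0.02 for miR-181d-5p, 0, 0.01 and 0.21 for miR-212-5p, 0.04 for miR-223-3p, -0.12 and -0.01 for miR-26a-5p, 0.01, 0.02, 0.03, 0.04, 0.07 and 0.08 for miR-29c-3p, 0.05 for miR-29c-5p, 0, 0.01 and 0.02 for miR-369-3p, and 0.01, 0.02, 0.03 and 0.05 for miR-9a-5p. With 1 library left out, the ranges that crossed 0 were -0.04 to 0.03 for let-7f-5p, -0.06 to 0.06 for let-7g-5p, -0.36 to 0.09 for miR-128-3p, -0.17 to 0.02 for miR-129-5p, -0.33 to 0.04 for miR-132-3p, -0.13 to 0.02 for miR-136-3p, -0.25 to 0.40 for miR-146b-5p, -0.12 to 0.08 for miR-150-5p, -0.05 to 0.20 for miR-181a-1-3p, -0.17 to 0.10 for miR-181d-5p, -0.05 to 0.24 for miR-20a-5p, -0.10 to 0.31 for miR-212-3p, -0.14 to 0.16 for miR-212-5p, -0.99 to 0.13 for miR-223-3p, -0.07 to 0.06 for miR-26a-5p, -0.24 to 0.19 for miR-29c-3p, -0.20 to 0.12 for miR-344b-1-3p, -0.48 to 0.05 for miR-344b-3p, -0.17 to 0.15 for miR-369-3p, -0.20 to 0.04 for miR-434-3p, -0.18 to 0.05 for miR-93-5p and -0.19 to 0.12 for miR-9a-5p.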

Differences from the paper's values

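Comparisons in this part use alternatives set before the data were examined, apart from the tests on TPM with group means + 1 and the empty cells at 1 tag, which were chosen after seeing the values.

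The paper reports 10 upregulated miRNAs, and 18 were higher here at its thresholds. Of the alternatives, the count was within 1.5 times the paper's with filterByExpr (13), limma on log2(TPM + 1) with the filter (14) and without (15), on log2(TPM + 0.1) (12) and on log2(TPM + 10) (7), the equal-variance test on TPM (9), without control 1 (15), control 2 (11), control 3 (9) or CPB/DHCA 3 (13), with miRBase miRNAs only (8) and with the erythrocyte list left out (15). It was not with DESeq2, RLE, upper-quartile or total scaling, no filter, the rank-sum test, the exact test of edgeR, the robust fit, the block, control 4 or CPB/DHCA 1, 2 or 4 left out, identical sequences collapsed or the 5 most abundant left out. The total of 34 and the 16 lower were within 1.5 times the paper's 31 and 21, and the total was 31 with the replicate block and with the erythrocyte list left out. Fig. 2A names 32 miRNAs, 10 of them higher and 22 lower. The equal-variance test on TPM called 27 of these and no other. With group means + 1 and a fold change of 1.3 in place of the paper's 1.5, a setting chosen after seeing the values, it called exactly these 32 (10 higher and 22 lower), dropping 0 of the paper's names.

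The log2 fold change of miR-29a-5p is about -1.2 in Fig. 2B, read by eye, and was -4.76 here, a fitted value over a CPB/DHCA group with no listed tag, whose size rests on reading empty cells as 0. With 1 tag in each empty cell, a setting chosen after seeing the data, it was -1.46. With limma on log2(TPM + 1), with or without the filter, it was -1.15, within the paper's. All the other alternatives set before the data were examined that gave a value differed. With group means + 1 it was -1.17, in a test chosen after seeing the values that drops 6 of the names of Fig. 2A at a fold change of 1.5. For miR-29b-3p the figure's value, about -0.79, was within the error of the -0.78 here.

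The log2 fold change of miR-144-3p is about 2.5 in Fig. 2B, read by eye, and was 3.50 here. It was 2.60 with limma on log2(TPM + 1), with or without the filter, within the paper's, and differed under the other alternatives set before the data were examined. With the added test on group means + 1, chosen after seeing the values, it was 2.48.

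The paper states that the changes of miR-29a-5p and miR-29b-3p stood out most. Here the predicted miRNA on chromosome 18 had the smallest p and the only adjusted p under 0.05 (0.0046), followed by miR-144-3p. miR-29a-5p ranked 3 by p with the largest fitted fall, in the paper's direction (35 by p and 3 by fall with 1 tag in each empty cell, chosen after the data were seen), and miR-29b-3p, also lower, ranked 20 by p and 64 by size.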

Other observations

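The lists and the splits of the libraries for the lists were set before the results were seen, and the tests on miR-29a-5p and the splits for single miRNAs were written after.

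Of the markers of neurons, white blood cells and endothelium, none passed both thresholds. Of 19 neuron-enriched miRNAs, 16 had negative log2 fold changes, and miR-124-3p had -0.43, miR-129-5p -0.11 and miR-137-3p -0.47 (fry for the list, adjusted p = 0.54). The groups of miR-137-3p did not overlap, and its unadjusted p of 0.026 passed but its fold change was under 1.5. Among activity-regulated miRNAs, which neurons make after stimulation, miR-132-3p, miR-132-5p, miR-212-3p and miR-212-5p had -0.16, 0.46, 0.11 and -0.04. None of the 5 tested passed, and the median of the list was -0.04 with a mean just above 0 (adjusted p = 0.84). The leukocyte miRNAs miR-150-5p, miR-142-5p, miR-142-3p and miR-223-3p had -0.01, -0.16, -0.22 and -0.27, and none passed (adjusted p = 0.64). The endothelial arms miR-126a-3p and miR-126a-5p had 0.23 and -0.18, too few members for a test. The hypoxia-induced miR-210-3p had 47.8 ± 4.57 CPM (SD, n = 4) in the control group and 63.6 ± 8.59 (SD, n = 4) in the CPB/DHCA group, a log2 fold change of 0.41 (standard error 0.19, adjusted p = 0.56). No member of these lists passed when adjusted over the list alone.

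Among the broader blood cell miRNAs, which the brain also makes, none of 10 passed. miR-185-5p, miR-25-3p and miR-16-5p had log2 fold changes of 0.22, 0.45 and 0.10, and miR-183-5p had 3.77, which rests on CPB/DHCA 4 (-2.26 without it). The list had an adjusted p of 0.54 with fry, adjusted p = 0.029 with camera at its preset correlation and adjusted p = 0.52 with an estimated correlation. Of 15 miRNAs of the miR-17 and miR-92 clusters and paralogs, miR-19a-3p passed both thresholds upwards with 1.05 (a name outside the rule, chosen after its value was seen), and miR-92b-3p, miR-20a-5p and miR-93-5p had -0.29, 0.06 and -0.10 (adjusted p = 0.64). None of 19 let-7 miRNAs passed, and let-7i-5p and let-7c-5p had 0.14 and -0.11 (adjusted p = 0.58). In the miR-181 family, miR-181a-5p, miR-181b-5p, miR-181a-1-3p and miR-181d-5p had 0.21, 0.35, 0.08 and -0.04. None of 7 passed, and fry pointed upwards while the median was -0.04 (adjusted p = 0.84). None of 5 miRNAs of the rodent miR-344 family passed. miR-344a-3p, miR-344b-1-3p and miR-344b-3p had -0.51, -0.06 and -0.16 (adjusted p = 0.64, and 0.058 in the mixed test). Of the 10 choroid plexus and ependymal miRNAs none passed. miR-204-5p and miR-34c-5p had -0.42 and -0.41, miR-200a-3p and miR-200b-3p had 5.07 and 5.09, and the median was -0.41 while the mean was 1.15 (adjusted p = 0.76). No member of these lists passed when adjusted over the list alone.

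For the number of miRNAs past the paper's thresholds, chance cannot be excluded, since 2 of the 35 splits of the libraries into 4 and 4 gave a count as high as the real one, 34, and the highest other was 34. That split set controls 1 to 3 with CPB/DHCA 2 against the rest. For the count at an adjusted p under 0.05, 1 of 35 splits, the real one, gave a count of 1 or more, the highest other being 0. The real split always counts itself, so this is the smallest share that 35 splits allow. With 1 miRNA against 0, in a test written after the result, chance cannot be excluded. For the lists past the mixed test, 5 of 35 splits gave as many as the real 1 or more, up to 2, so chance cannot be excluded.

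miR-29a-5p was listed in every control library and in no CPB/DHCA library, and an equal fall of both arms of its hairpin is argued against by miR-29a-3p, whose log2 fold change was 0.31 (standard error 0.19). Of the 35 splits, 10 gave as many miRNAs listed in all the libraries of a side and in none of the other as the real 2, up to 4, so chance cannot be excluded for such a listing. At the depth of the CPB/DHCA libraries, the control rate would give 12.1 tags, against 4 at most, so lower depth by itself accounts for little. Counting error cannot be told apart from a fall, since with 1 tag in each empty cell the ratio of rates had a lower bound of 0.95, and it is the few tags that keep this open, although edgeR kept the call at the paper's thresholds in that setting (-1.46, adjusted p = 0.50). A fall of this arm alone after CPB/DHCA is a hypothesis that deeper libraries could test.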
